A study of Mus musculus with 12 samples.

How the data were processed

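Thymocytes, the developing T cells of the thymus, came from 3 wild-type (WT) mice and 3 mice lacking miR-181a/b-1 (KO), all 6 weeks old and kept under specific pathogen-free conditions, per the labels. Per the labels' protocols, the thymus was passed through a 70 µm strainer. The cells were placed at once in buffered saline with 0.1 mg/ml cycloheximide, which stops ribosomes on their transcripts. Ribosome footprints are the RNA fragments that ribosomes shield from nuclease. Per the labels, footprint samples and libraries were made with an Illumina ribosome profiling kit for mammalian cells. The 12 libraries comprised 3 RNA-seq and 3 footprint libraries from each genotype, and each group's libraries are numbered 1 to 3.

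The authors deposited 1 table of counts per assay, with 1 column per library and whole numbers of reads per gene. Per the file headers, the tables hold 55335 Ensembl gene identifiers each and, below the genes, summary lines for reads in no gene, ambiguous reads and reads aligned to more than 1 place. The names of both count tables call the counts adjusted. The sources used here do not say what was adjusted, and they give no aligner, genome build or annotation. A second table per assay holds the authors' own results. Per the file headers it gives mean normalised counts, a log2 fold change with its standard error, an adjusted p-value and a class for each gene. Its normalised values equal the deposited counts multiplied by 1 constant per library, checked in each library over genes with more than 50 counts. This table was only set beside the results computed here.

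Reads assigned to genes numbered 4479182 to 8180286 per RNA-seq library and 4069968 to 17859770 per footprint library. Gene symbols were looked up by Ensembl identifier, and 55154 of the identifiers in each table had one. The order of genes along chromosomes was taken from the RefSeq annotation of GRCm38.p6 by symbol and was used only to find neighbouring genes. A value of 0 counts allows up to 3 counts, which is 0.168 to 0.737 CPM, counts scaled to a common library size, in the footprint libraries and 0.367 to 0.670 CPM in the RNA-seq libraries. These floors cover counting error only.

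The design, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. KO was compared with WT in each assay with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), on genes kept by filterByExpr with its minimum count of 10, after scaling by the trimmed mean of M values (TMM). Genotype was the only term. The p-values may be too small, since same-numbered WT and KO libraries deviated from their group means in opposite directions, as described at the end. The change in translational efficiency was the interaction of assay and genotype in 1 edgeR model of all 12 libraries. It measures the change of footprints beyond the change of RNA. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values for genes are from these edgeR fits unless another tool is named. Gene values are means of TMM-scaled CPM with their SD (n = 3 per group), and log2 fold changes are KO minus WT with a standard error (SE) derived from the test statistic. SDs and SEs were computed from the adjusted counts and need not give the full spread between mice. A gene was said to separate the groups where no KO value overlapped any WT value. Chance gives this for 10% of genes with 3 unrelated libraries against 3, and may give it more often where libraries are tied.

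Each of 29 gene lists, covering thymocyte stages, signalling, metabolism, translation, stress and other cell types, was tested against the remaining genes with camera of limma 3.58.1 on log2 CPM (prior count 2). The inter-gene correlation was preset to 0.01. The test was two-sided, with Benjamini-Hochberg adjustment over the lists. Members of each list were also counted after p-values were adjusted over the list alone. The list of published miR-181 targets and the other lists were written from general knowledge or, for large gene families, taken by gene symbol, not from these libraries.

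Genes were named by rule. In each comparison, the rule took the 10 largest and 10 smallest fold changes among called genes with at least 5 CPM and no overlap of the groups. It added up to 4 called members, by adjusted p, of each list that passed its test or had at least 2 called members. The miR-181 genes, 9 published targets and 5 sex-linked genes were taken in any case. Part of these is printed. Genes whose reads are shared with near-identical copies, such as histone genes, pseudogenes and heat shock genes with processed copies, are given as uncertain, since reads aligned to more than 1 place were left out of the gene counts.

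The fits were tested on simulated counts drawn with the real gene means and library sizes and a known set of changed genes with a mean of at least 50 counts. The RNA-seq fit, run on 13652 genes, recovered 73% of genes changed 1.5-fold and 100% of those changed 2-fold. The footprint fit, run on 13509 genes, recovered 88% and 100%, and the translational efficiency fit, run on 14755 genes, recovered 50% and 93%. The share of calls on unchanged genes was 3.35%, 4.57% and 4.67%. These counts were drawn independently for each library, without the ties between same-numbered libraries seen in the deposited counts. The shares therefore need not hold for the deposited counts. In a further simulation without any genotype effect, an effect of the replicate number was added to the counts and then removed with ComBat_seq of sva 3.50.0. The alternatives tried were DESeq2 1.42.0, limma-voom, other scalings and filters, a fold change tested against 1.2 and the replicate number as a block. Further ones left out each library in turn, pooled the libraries in 1 fit or changed the list test. For the agreement of the assays, the block and the left-out libraries were added after seeing the data. Searches for miR-181 seed matches in transcripts were not run, since no transcript sequence was used. Figures were drawn with matplotlib.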

Results

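Transcript levels and ribosome occupancy were measured in thymocytes of 3 WT mice and 3 mice lacking miR-181a/b-1, a microRNA cluster that is abundant in immature thymocytes. The comparison of both assays addresses which transcripts change in level, and which change in translation, when these microRNAs are absent. RNA-seq libraries held between 4479182 (KO 2) and 8180286 (KO 3) counts in genes, and 27.0% to 28.5% of the listed reads lay in genes. Footprint libraries held between 4069968 (KO 3) and 17859770 (WT 2), and 72.3% to 73.1% of reads lay in genes. Mitochondrial genes held 5.50% to 7.90% of RNA-seq gene counts in KO and 3.49% to 5.17% in WT, and the 10 most abundant genes held 12.0687% to 15.3491% and 9.5084% to 12.0049%. Both RNA-seq shares were higher in every KO than in any WT library, the latter by a small margin. In footprints both shares overlapped between the genotypes, with mitochondrial shares of 1.89% to 2.70% in WT and 2.31% to 3.20% in KO. All 6 mice expressed the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and Xist, the RNA of the inactive X chromosome, reached at most 7 counts in any library.

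Mir181a-1 was lost from the KO footprint libraries. The gene had 2898, 2370 and 1535 footprint counts in the 3 WT libraries and 5, 16 and 4 in the 3 KO libraries. Its level was 148 ± 16.8 CPM (SD, n = 3) in WT and 0.828 ± 0.317 CPM in KO, a log2 fold change of -7.47 ± 0.20 (SE, adjusted p = 2.24e-05). RNA-seq held few reads of it, 25, 25 and 7 counts in WT and 16, 10 and 41 in KO, and showed no called difference (0.33 ± 0.52, adjusted p = 0.756). Of the counts at this gene, only those of footprints therefore check the genotype labels. Mir181b-1 had 0 counts in all 12 libraries. Related microRNA genes share sequence, and reads aligned to more than 1 place were left out, so this 0 need not mean absence and the counts of all miR-181 genes are uncertain. Among the related microRNA genes, Mir181d was lower in KO footprints (-1.53 ± 0.24, adjusted p = 0.00911), on low counts of 21 to 44 per WT library and 5 to 12 per KO library. Mir181a-2 (0.04 ± 0.10, adjusted p = 0.919), Mir181b-2 (-0.54 ± 0.46, adjusted p = 0.462) and Mir181c (-0.22 ± 0.10, adjusted p = 0.426) gave no call. Gm4258, a long non-coding RNA gene next to Mir181a-1 in GRCm38.p6 and chosen after its values were seen, was higher in KO in both assays, by 1.21 ± 0.12 in RNA-seq (adjusted p = 0.00555) and 1.90 ± 0.10 in footprints (adjusted p = 0.000237).

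**Figure D1:**
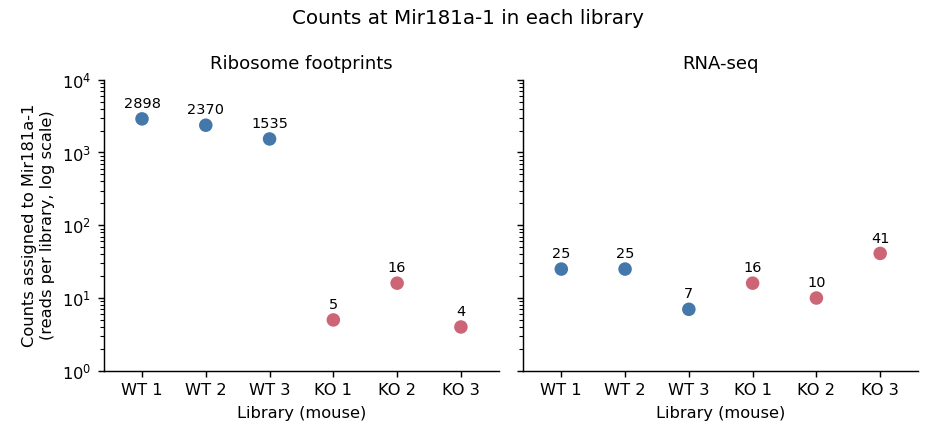
Counts assigned to Mir181a-1 in each footprint library (left) and RNA-seq library (right), on a log scale, 1 point per library. Footprint counts are 1535 to 2898 in WT and 4 to 16 in KO, while RNA-seq counts are 7 to 41 and overlap between the genotypes.

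Of 19 published miR-181 targets, 6 had higher and 1 lower footprint levels in KO, and the other 12 were not called. Adjusted over the list alone, 7 were higher and 2 lower. Dusp6, a phosphatase that inactivates ERK, rose from 64.7 ± 3.33 to 111 ± 5.48 CPM in footprints (0.76 ± 0.05, adjusted p = 0.000665). Ptpn22, a phosphatase that dampens T cell receptor signalling, rose from 137 ± 1.38 to 183 ± 2.41 CPM (0.42 ± 0.03, adjusted p = 0.000769). Cd69, an early activation marker of thymocytes, rose from 47.4 ± 2.84 to 71.3 ± 4.45 CPM (0.60 ± 0.07, adjusted p = 0.00309). Mcl1, a survival factor, rose by 0.46 ± 0.06 (adjusted p = 0.00591), and the endoplasmic reticulum chaperone Hspa5 fell by 0.15 ± 0.03 (adjusted p = 0.0208). In RNA-seq 2 of the 19 were called, both higher, against 4 higher and 3 lower adjusted over the list alone. These were Ptpn22 (0.50 ± 0.07, adjusted p = 0.0164) and Cd69 (0.64 ± 0.12, adjusted p = 0.0315), while Dusp6 was 0.33 ± 0.08 (adjusted p = 0.0556). Ptpn11 and Bcl2 were not called in either assay. The RNA-seq values of Nrarp (-0.75 ± 0.16, adjusted p = 0.0533), Dusp5 (-0.34 ± 0.09, adjusted p = 0.0726) and S1pr1 (-0.79 ± 0.19, adjusted p = 0.0616) lay below 0 without a call. With the replicate number as a block, 4 targets were called in footprints, Dusp6, Ptpn22, Cd69 and Mcl1, and 0 in RNA-seq. As a set the targets did not pass camera in RNA-seq (adjusted p = 0.63, 0.478 to 0.934 over 10 alternatives) or in footprints (adjusted p = 0.279). In footprints the 10 alternatives ranged from adjusted p = 0.028 with fry, the only one to pass, to adjusted p = 0.881 with an estimated correlation.

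**Figure D2:**
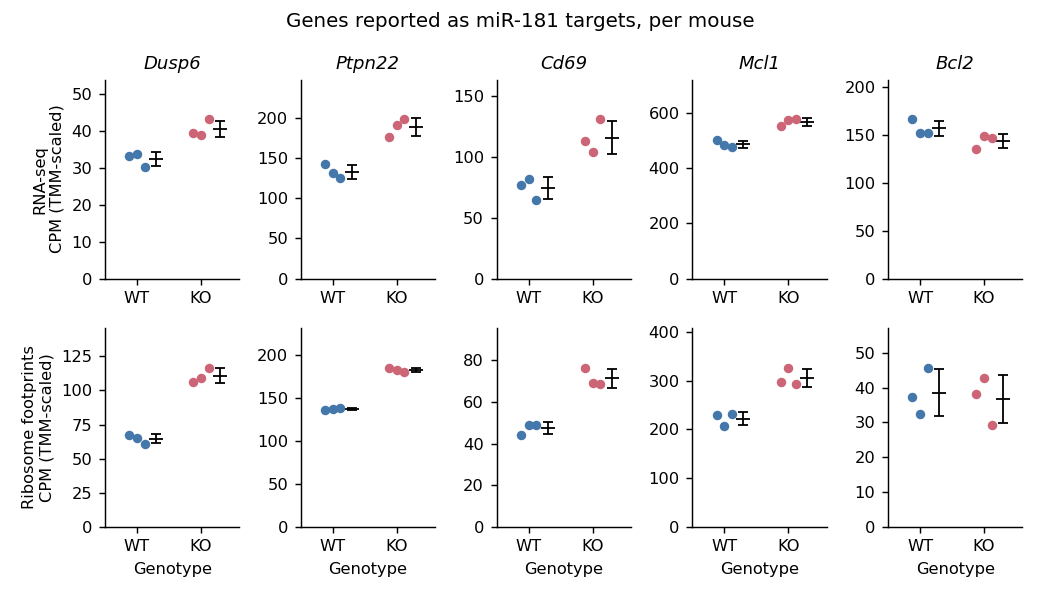
RNA-seq (top) and footprint (bottom) levels of 5 published miR-181 targets in TMM-scaled CPM from 0, 1 point per mouse, with the mean and SD of 3 mice beside each group. Dusp6, Ptpn22, Cd69 and Mcl1 footprints lie higher in all 3 KO mice than in any WT mouse, while Bcl2 was not called in either assay.

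In RNA-seq, 943 of 13652 tested genes were called, against 110 with the replicate number as a block. The 943 comprised 475 higher and 468 lower in KO, with 78 higher and 116 lower by more than 2-fold. Pcsk1, a protease that processes prohormones, rose from 2.48 ± 0.615 to 16.6 ± 2.74 CPM (2.72 ± 0.20, adjusted p = 0.00216). The G protein subunit Gnb4 rose from 39.0 ± 0.305 to 162 ± 0.887 CPM (2.05 ± 0.05, adjusted p = 4.73e-05). Lad1, a basement membrane protein, rose by 2.01 ± 0.15 (adjusted p = 0.00216). The sodium channel subunit Scn4b fell from 60.3 ± 9.88 to 9.19 ± 2.12 CPM (-2.75 ± 0.19, adjusted p = 0.00216). Ctse, the aspartic protease cathepsin E, fell from 138.5 ± 19.5 to 21.8 ± 3.85 CPM (-2.64 ± 0.15, adjusted p = 0.00108). The calcium channel subunit Cacna1e fell from 261 ± 14.5 to 57.7 ± 3.76 CPM (-2.18 ± 0.07, adjusted p = 0.00012). The proteoglycan Hspg2 fell from 43.6 ± 1.96 to 7.35 ± 0.497 CPM (-2.55 ± 0.08, adjusted p = 0.00012). The chaperone Hspa8 fell by 2.72 ± 0.21 on the log2 scale, and the histone gene Hist1h4m and the pseudogene Gm15459 were higher by 6.99 ± 0.31 and 5.41 ± 0.26, all 3 uncertain because near-identical copies exist. Ctse and Lad1 are among the 75 tested genes nearest to Mir181a-1, of which 15 were called in RNA-seq, 7 higher and 8 lower.

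The groups separated for 30.9% of all tested RNA-seq genes. Chance gives 10% for unrelated libraries, but same-numbered libraries were tied here, so the share by chance may be higher. In a simulation without genotype effect, made from counts with an effect of the replicate number removed, 14.1% of 13652 genes had p under 0.05 in the edgeR test and 0 were called. No gene differed in that simulation, so it gives no share of false calls among the genes called here. The number of calls was 532 with DESeq2, 110 with the replicate number as a block, 251 with the fold tested against 1.2, and 215 (without WT 1) to 323 (without KO 2) when any 1 of the 6 libraries was left out. With library totals in place of TMM, 293 genes were higher and 783 lower, a share higher of 27.2% instead of 50.4%.

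Interferon-stimulated genes and macrophage and dendritic cell markers fell as sets in KO RNA-seq, and granulocyte markers rose, by camera with its preset correlation. Regrouping the 6 mice across the genotypes gave up to 6 lists past the same test, so the number of lists does not set the genotypes apart. All 3 list calls were lost when the correlation was estimated, with adjusted p = 0.934 with an estimated correlation for each, the highest over the 10 alternatives tried, against lowest values of 1.08e-05 (interferon), 0.000137 (macrophage) and 7.03e-07 (granulocyte). The macrophage list also missed the threshold with fry (adjusted p = 0.126), and with the replicate number as a block 0 members of these lists were called. Of 20 interferon-stimulated genes, 3 were called, all lower, and 6 were lower adjusted over the list alone (median -0.48, camera adjusted p = 9.87e-05). Oas2, an antiviral enzyme, fell from 17.2 ± 0.832 to 9.84 ± 0.536 CPM (-0.81 ± 0.08, adjusted p = 0.00604). Ifi44 fell by 1.08 ± 0.19 (adjusted p = 0.0266) and the interferon response factor Irf7 by 0.64 ± 0.12 (adjusted p = 0.0311). Of 9 granulocyte and mast cell markers, 3 were called, all higher, and 7 were higher adjusted over the list alone (median 0.93, camera adjusted p = 9.87e-05). The neutrophil protein S100a8 rose from 5.96 ± 1.05 to 14.0 ± 2.22 CPM (adjusted p = 0.016), its partner S100a9 by 1.19 ± 0.23 (adjusted p = 0.0341) and the neutrophil chemokine receptor Cxcr2 by 1.07 ± 0.16 (adjusted p = 0.0472). Of 21 macrophage and dendritic cell markers, only Siglech, a lectin of plasmacytoid dendritic cells, was called (-1.07 ± 0.16, adjusted p = 0.0165), and 3 were lower adjusted over the list alone (median -0.38, camera adjusted p = 0.00101). Bst2 belongs to both the interferon and the macrophage list.

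The remaining 26 lists did not pass in RNA-seq (camera adjusted p = 0.252 to 0.97), although single members were called. With the replicate number as a block, none of the calls named here for mature thymocytes, iNKT cells and apoptosis remained, and of those for regulatory T cells only Il2ra did (adjusted p = 0.0198). Among 25 markers of mature single-positive thymocytes, 4 were lower and none higher, against 2 higher and 8 lower adjusted over the list alone. Klf2, which controls exit from the thymus, fell by 0.82 ± 0.13 (adjusted p = 0.0223) and the chemokine receptor Ccr7 by 0.64 ± 0.07 (adjusted p = 0.00621). Among 13 tested markers of invariant natural killer T (iNKT) and innate-like T cells, 3 were lower and 2 higher, with 4 and 3 adjusted over the list alone. Il2rb, the interleukin 2 receptor beta chain, fell by 1.08 ± 0.20 (adjusted p = 0.0316), and Gzma rose by 0.56 ± 0.12 (adjusted p = 0.0424). Zbtb16, the transcription factor PLZF that directs iNKT development, chosen after its values were seen, fell from 4.72 ± 1.15 to 1.58 ± 0.81 CPM (-1.71 ± 0.37, adjusted p = 0.0443). Among 21 apoptosis and p53 genes 4 were higher, adjusted over the list alone 5 higher and 1 lower, including the p53 target Ccng1 (0.62 ± 0.08, adjusted p = 0.0102) and Casp8 (0.33 ± 0.06, adjusted p = 0.0302). Among 12 regulatory T cell markers, Il2ra (0.85 ± 0.10, adjusted p = 0.00675), Ikzf2 (0.62 ± 0.10, adjusted p = 0.0212) and Izumo1r were higher and Nt5e lower, against 4 higher and 1 lower adjusted over the list alone.

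In footprints, 2376 of 13509 tested genes were called, against 408 with the replicate number as a block. The 2376 comprised 1249 higher and 1127 lower in KO, with 143 higher and 176 lower by more than 2-fold. Pttg1, the mitotic regulator securin, rose from 24.9 ± 1.89 to 108 ± 7.80 CPM (2.10 ± 0.08, adjusted p = 8.48e-05). Pcsk1 rose from 5.44 ± 0.947 to 30.5 ± 4.43 CPM (2.54 ± 0.16, adjusted p = 0.000405). Lad1 rose by 2.65 ± 0.12 (adjusted p = 0.000185). Nefh, a neurofilament subunit, fell from 17.4 ± 0.828 to 1.55 ± 0.22 CPM (-3.51 ± 0.11, adjusted p = 4.47e-05). Ctse fell from 329.8 ± 19.1 to 44.2 ± 2.62 CPM (-2.90 ± 0.07, adjusted p = 1.85e-05). Cacna1e fell by 2.18 ± 0.10 (adjusted p = 0.000211) and Scn4b by 1.93 ± 0.12 (adjusted p = 0.000407). The chemokine receptor Cxcr6, found on iNKT cells, fell from 8.25 ± 0.44 to 2.45 ± 0.219 CPM (-1.73 ± 0.11, adjusted p = 0.000407). Uncertain because of near-identical copies were Hspa8 (-3.86 ± 0.19), Hist1h4m (7.21 ± 0.13) and the predicted genes Gm15459, Gm8141, Gm9436 and Gm4759, which were higher by 7.04, 3.97, 3.66 and 2.69. Ctse and Lad1 again belong to the 75 tested genes nearest to Mir181a-1, of which 28 were called in footprints, 14 higher and 14 lower. Nefh and Pttg1 lie in blocks of 50 neighbouring genes on chromosome 11 that held 7 and 4 RNA-seq calls of more than 2-fold.

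The groups separated for 38.1% of all tested footprint genes, and the 10% that chance gives for unrelated libraries may again be too low. In the same kind of simulation without genotype effect 14.3% of 13509 genes had p under 0.05 and 0 were called, which gives no share of false calls. The number of calls was 1248 with DESeq2, 408 with the replicate number as a block, 555 with the fold tested against 1.2, and 1035 (without KO 2) to 1554 (without KO 3) when any 1 of the 6 libraries was left out.

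Genes induced by T cell receptor signalling, components of the receptor's pathway and glycolytic genes rose as sets in KO footprints, by camera with its preset correlation. All 3 list calls were lost when the correlation was estimated, with adjusted p = 0.503 with an estimated correlation for each, the highest over 10 alternatives, against lowest values of 6.55e-07, 0.003 and 0.0015. The pathway list passed in 7 of the 10. With the replicate number as a block, 5 of the induced genes, 2 pathway components and 1 glycolytic gene were called, all higher. Leaving out WT 2 or KO 2 gave 5 footprint lists past the test in place of 7, and leaving out WT 1 or KO 1 gave 9. Regrouping the 6 mice across the genotypes gave up to 12 lists. At least 7 lists passed in 7 of 10 splits, the real one included, so their number does not set the genotypes apart. Of 23 induced genes, which mark signalling and selection of thymocytes, 13 were higher and 1 lower, and 16 were higher and 1 lower adjusted over the list alone (median 0.34, camera adjusted p = 1.19e-05). The transcription factors Egr3 (2.78 ± 0.322 to 5.63 ± 0.637 CPM, 0.98 ± 0.13, adjusted p = 0.00585) and Tox (0.74 ± 0.06, adjusted p = 0.00118) rose. So did Itm2a (0.35 ± 0.03, adjusted p = 0.00197), while Myc fell by 0.19 ± 0.03 (adjusted p = 0.00917). Tox kept its call with the replicate number as a block (adjusted p = 0.00222), while Egr3 lost it (adjusted p = 0.0766). Of 31 components of the T cell receptor pathway, 7 were higher and 3 lower, and 10 and 3 adjusted over the list alone (median 0.17, camera adjusted p = 0.0144). Those that rose included Rasgrp1, an activator of Ras, by 0.19 ± 0.03 (adjusted p = 0.0107) and the inhibitory phosphatases Dusp6 and Ptpn22. The ubiquitin ligase Cbl, which limits receptor signalling, fell by 0.23 ± 0.04 (adjusted p = 0.00847). Of 17 glycolytic genes, 7 were higher and none lower, against 10 higher and 2 lower adjusted over the list alone (median 0.22, camera adjusted p = 0.00358). Eno1 rose from 118 ± 3.50 to 160 ± 4.40 CPM (0.44 ± 0.04, adjusted p = 0.00159), Hk1 by 0.28 ± 0.04 (adjusted p = 0.00885) and Ldha by 0.23 ± 0.04 (adjusted p = 0.00917).

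Markers of iNKT and innate-like T cells, interferon-stimulated genes and macrophage and dendritic cell markers fell as sets in KO footprints, and granulocyte markers rose, by camera with its preset correlation. The 4 list calls were lost with adjusted p = 0.503 with an estimated correlation for the iNKT, interferon and granulocyte lists and 0.562 for the macrophage list, the highest over 10 alternatives, against lowest values of 0.000652, 6.04e-06, 3.93e-07 and 0.000898. The iNKT list passed in 7 of the 10 alternatives. As given above, regrouped mice gave up to 12 footprint lists past the test. With the replicate number as a block, 1 iNKT marker, 2 interferon-stimulated genes and 3 macrophage markers were called lower and 7 granulocyte markers higher. Of 19 iNKT and innate-like markers, 8 were lower and none higher, the same numbers adjusted over the list alone (median -0.21, camera adjusted p = 0.0408). Il2rb fell from 30.6 ± 2.41 to 19.8 ± 1.75 CPM (-0.65 ± 0.09, adjusted p = 0.00598), the chemokine receptor Cxcr3 by 0.77 ± 0.12 (adjusted p = 0.00781) and granzyme B, Gzmb, by 1.37 ± 0.24 (adjusted p = 0.0132). Zbtb16 and the receptor gene Klrb1c, both chosen after their values were seen, fell by 1.55 ± 0.38 (adjusted p = 0.0366) and 2.31 ± 0.52 (adjusted p = 0.0289), at no more than 2.67 CPM in either group. Of 20 interferon-stimulated genes, 10 were lower and none higher, with 14 lower adjusted over the list alone (median -0.43, camera adjusted p = 3.82e-05), including Oas1a (-1.17 ± 0.17, adjusted p = 0.00708) and Ifi44 (-1.09 ± 0.18, adjusted p = 0.011). Of 20 macrophage and dendritic cell markers, 6 were lower and none higher, also adjusted over the list alone (median -0.25, camera adjusted p = 0.00249). Siglech fell by 1.03 ± 0.18 (adjusted p = 0.0126) and Mpeg1, a pore-forming protein of macrophages, by 0.52 ± 0.11 (adjusted p = 0.0203). Of 12 granulocyte and mast cell markers, 8 were higher and none lower, with 10 higher adjusted over the list alone (median 0.94, camera adjusted p = 3.82e-05). Cxcr2 rose by 1.44 ± 0.11 (adjusted p = 0.000979), neutrophil elastase, Elane, by 1.15 ± 0.11 (adjusted p = 0.00187) and the antimicrobial peptide gene Camp by 0.99 ± 0.15 (adjusted p = 0.00786).

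**Figure D3:**
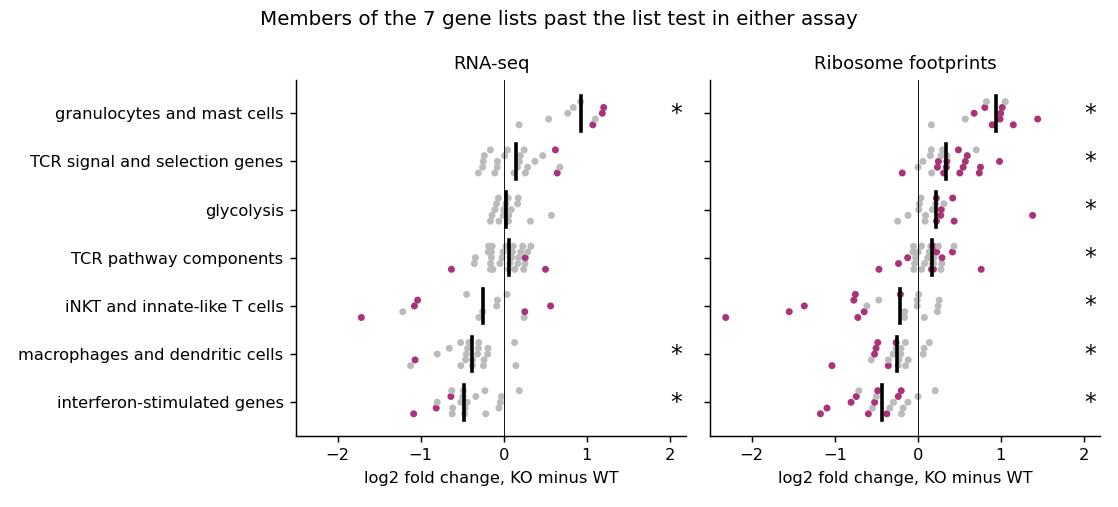
Log2 fold changes (KO minus WT) of the tested members of the 7 gene lists that passed the list test in either assay, in RNA-seq (left) and footprints (right). Each point is a gene, coloured where it was called, black bars are list medians, and asterisks mark lists past the test, 3 in RNA-seq and 7 in footprints.

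Calls in RNA-seq and footprints overlapped mostly in the same direction. Of 11854 genes tested in both assays, 255 were higher in both and 207 lower in both, where independent lists would share 43.4 and 37.2, and 3 were called in opposite directions. Per the series description both assays used thymocytes of 3 WT and 3 KO mice, so the assays are not taken as independent, though the labels do not say that equal numbers are the same mouse. Across these genes, which are not independent replicates, the fold changes correlated with a Pearson r of 0.666 and a Spearman rho of 0.473, and the slope of footprints on RNA was 0.678. The number called in both in the same direction, 462, was 80 with the replicate number as a block and 137 (without KO 1) to 177 (without WT 3) when any 1 replicate was left out of both assays.

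**Figure D4:**
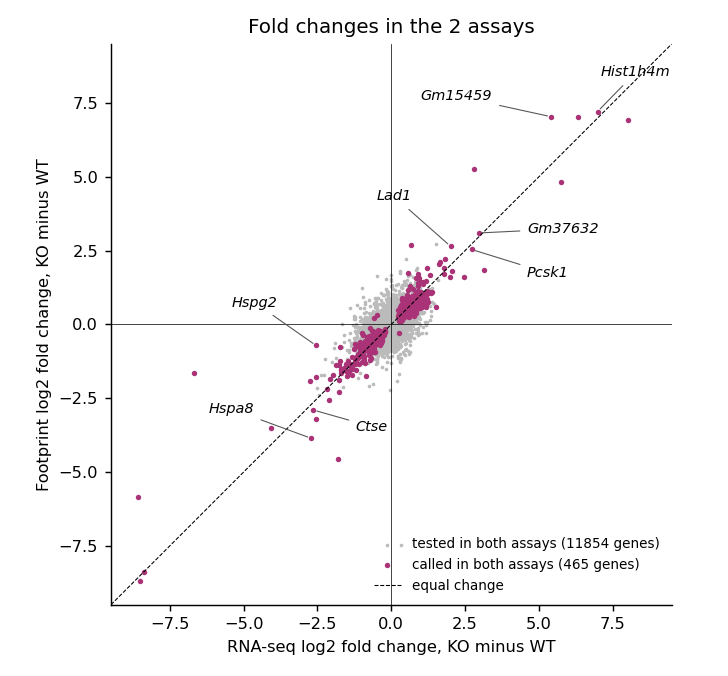
Log2 fold changes (KO minus WT) in RNA-seq (x axis) and footprints (y axis) for the 11854 genes tested in both assays, grey, and the 465 called in both, purple, with the line of equal change dashed. The slope over all genes is 0.678; fitted values of genes with no counts in a group depend on the prior count.

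Changed translational efficiency was called for 17 of 14755 genes, 8 higher and 9 lower in KO, against 3 with the replicate number as a block. Mir181a-1 had the lowest value (-7.82 ± 0.62, adjusted p = 9.76e-05), but it encodes no protein and had only 7 to 41 RNA-seq counts of unclear origin, so its ratio is not a measure of translation. For Hspg2 the log2 ratio of footprints to RNA rose from -0.06 ± 0.22 (SD, n = 3) to 1.77 ± 0.28 (1.81 ± 0.23, adjusted p = 0.00728), as its RNA fell by 2.55 and its footprints by 0.71. The sugar phosphate transporter Slc37a2 rose by 0.78 ± 0.09 (adjusted p = 0.00323), with changes of -0.60 in RNA and 0.22 in footprints. The cytoskeletal linker Macf1 fell by 0.60 ± 0.09 (adjusted p = 0.0243), the mitochondrial protein gene Nipsnap1 by 0.73 ± 0.11 (adjusted p = 0.0244) and the Y-linked RNA helicase Ddx3y by 0.84 ± 0.13 (adjusted p = 0.0216). Gm4759 (1.99 ± 0.21) and the T cell receptor segment Trbj1-5 (-0.97 ± 0.13) were called but share sequence with related genes and are uncertain. The efficiency of Dusp6 was 0.40 ± 0.11 higher without a call (adjusted p = 0.199). None of the 29 lists passed with camera, where 5 had an unadjusted p under 0.05, nor with fry or an estimated correlation, where 0 had one. Their lowest adjusted p was 0.0828, for the signalling and selection genes and for G2/M phase genes. The number of calls was 57 with DESeq2, 167 without a filter on low counts, 30 with a mean count of at least 50, 3 with the replicate number as a block, 4 with the fold tested against 1.2, and 2 (without KO 2) to 5 (without WT 1 or WT 3) when any 1 replicate was left out of both assays. With RNA and footprint libraries of equal genotype and number taken as 1 mouse, which the labels do not state, 16 genes were called with a block by mouse, 6 of them among the 17, and 12 with limma on the difference per mouse, 4 of them among the 17. Hspg2, Slc37a2, Gm4759 and Mir181a-1 were called in both of these fits, Nipsnap1 in the block fit only, and Macf1, Ddx3y and Trbj1-5 in neither. The block by replicate number kept only Hspg2, Gm4759 and Mir181a-1, and Slc37a2 lost its call there (edgeR adjusted p = 0.0537). Library totals in place of TMM gave 31 higher and 9 lower, a share higher of 77.5% instead of 47.1%.

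The authors' own table classed 548 genes as changed in RNA-seq, 327 higher and 221 lower, and 1209 in footprints, 711 higher and 498 lower. Of these, 440 and 1126 were called here in the same direction and 0 in the opposite direction.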

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

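For the agreement of the assays, the block and the left-out libraries were chosen after seeing the data; all other alternatives were planned. No called gene changed sign under any alternative. With the replicate number as a block, calls numbered 110 in RNA-seq, 408 in footprints, 3 in translational efficiency and 80 in both assays, and all 110, 408 and 3 were also called without it. The block kept 3 lists in RNA-seq, 7 in footprints and 0 in translational efficiency. Same-numbered WT and KO libraries are of different mice, and the labels name no shared litter or day. Their deviations from the group means are tied to the number, but in opposite directions. They correlated at -0.914 to -0.882 in RNA-seq and -0.855 to -0.810 in footprints, against 0.272 to 0.618 for different numbers. With 3 libraries per group the deviations cancel out, so negative same-number values by themselves raise the values for different numbers. Such values do not speak against the block, which stayed an alternative because the design was fixed beforehand. P-values without the block may be too small. With DESeq2, 532 genes were called in RNA-seq, 1248 in footprints and 57 in translational efficiency, and testing the fold against 1.2 gave 251, 555 and 4. Translational efficiency had 40 calls with library totals, 167 without a filter and 30 with a mean count of at least 50. Leaving out 1 library in turn gave 215 to 323 calls in RNA-seq, 1035 to 1554 in footprints, 2 to 5 in translational efficiency and 137 to 177 in both assays. At an adjusted p under 0.1, 827 genes were called in both. With an estimated correlation 0 lists passed in RNA-seq and 0 in footprints, where 1 and 2 lists had an unadjusted p under 0.05, and with fry 5 and 16 passed. What makes the counts differ between alternatives was not tested. No scaling moved the median fold change by more than 0.0972. Of the named genes, 84 were called in RNA-seq, 126 in footprints and 16 in translational efficiency, and 21, 52 and 2 of them in every alternative; 61, 65 and 13 were lost with the block. Those in every alternative included Pcsk1, Gnb4, Lad1, Scn4b, Ctse, Cacna1e and Hspg2 in RNA-seq and Mir181a-1, Dusp6, Ptpn22, Cd69, Tox, Il2rb, Pttg1, Nefh, Ctse and Cxcr6 in footprints. The alternatives change the processing only and cannot tell loss of miR-181 from the strain segments weighed below. The seed-match and sequence-word analyses were not run. Low counts limited some genes: Mir181a-1 had at most 41 counts in any RNA-seq library, for a reason that was not tested.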

Other observations

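Apart from the numbers of calls in other splits of the mice, every test of an explanation in this part was chosen after the result was seen.

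Single members of other lists were called in footprints although none of these lists passed its test. Among 17 double-positive thymocyte genes, footprints of the co-receptor Cd4 rose from 1953 ± 123 to 2902 ± 174 CPM (SD, n = 3; 0.57 ± 0.06, edgeR adjusted p = 0.00335), while the recombinase Rag1 fell by 0.30 ± 0.05 (adjusted p = 0.00866) and Rmnd5a by 0.60 ± 0.03 (adjusted p = 0.000252). In total 3 of them were higher and 2 lower, also adjusted over the list alone, and the list did not pass (camera adjusted p = 0.883). Among 13 regulatory T cell markers, Izumo1r (0.90 ± 0.08, adjusted p = 0.00159), Gpr83 (0.90 ± 0.07, adjusted p = 0.00119) and Il2ra (0.38 ± 0.03, adjusted p = 0.00159) were higher and none lower, with 3 and 1 adjusted over the list alone (camera adjusted p = 0.556). Of 323 C2H2 zinc finger genes, 47 were higher and 12 lower in footprints, the same numbers adjusted over the list alone, and the list stayed short of the threshold (camera adjusted p = 0.0683), passing in 3 of 10 alternatives, from adjusted p = 0.000585 with fry to adjusted p = 0.254 with an estimated correlation. The mature thymocyte markers Ms4a4b (-0.76 ± 0.10, adjusted p = 0.00547) and Samhd1 (-0.55 ± 0.07, adjusted p = 0.00575) fell and Gimap6 rose by 0.40 ± 0.05 (adjusted p = 0.00516), with 7 of 25 higher and 4 lower, 7 and 5 adjusted over the list alone (camera adjusted p = 0.991). Cytosolic ribosomal protein genes had 5 of 72 higher and none lower, 3 higher adjusted over the list alone (camera adjusted p = 0.129), and S phase and G2/M phase genes had no member called in either assay. With the replicate number as a block, 10 zinc finger genes were called higher and 1 lower, 2 mature thymocyte markers in each direction and 0 ribosomal protein genes, and of the genes named in this paragraph only Rag1 lost its call (adjusted p = 0.116).

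Each of the 3 numbered WT libraries deviated from its group mean opposite to the KO library of the same number, in both assays. Too few reads are argued against, since over genes with at least 1000 counts the mean correlation was -0.971 in RNA-seq and -0.992 in footprints. A candidate explanation is that an effect of the replicate number was taken out of the counts before deposit. Sums of same-numbered WT and KO counts varied between numbers, in genes with 10 to 50 counts, by 0.0504 of the counting variance in RNA-seq and 0.158 in footprints. Libraries within WT and within KO gave 1.145 and 1.222 in RNA-seq and 1.025 and 1.275 in footprints. Sums across numbers gave 1.65 to 1.75, but with 3 libraries per group low same-number values by themselves raise these. In unchanged simulated counts with such an effect removed, p was under 0.05 for 14.1% of genes in RNA-seq and 14.3% in footprints without the block. With the block the shares were 4.63% and 4.91%. In such simulated counts p-values without the block were therefore too small, and in the deposited counts they probably are.

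Genes with large changes lay close together, 7 RNA-seq calls over 1 in size (log2) among the 75 tested genes nearest to Mir181a-1, a number that 1.47% of random windows reached. Release of direct miR-181 targets is argued against as their common cause, since only 35.71% of the 14 large calls in this group and in the block described next, 5 genes, were higher in KO. An effect of the deletion on its neighbours stays open: large calls made up 10% (exact 95% binomial interval 3.33% to 21.8%) of the 26th to 75th nearest genes in RNA-seq, 7.32 times the share of all tested genes, but in footprints 8% (2.22% to 19.2%) against 2.18% of all, and a first test on all footprint calls, 34% (21.2% to 48.8%) against 17.9%, also had a lower limit under the bound of 1.2 times the share of all genes. Segments of another mouse strain carried by the KO line are a candidate explanation of both groups in RNA-seq. On another chromosome a block of 50 neighbouring tested genes from Pisd-ps1 to Ddx56, with Nefh, Emid1 and Kremen1, also held 7 large calls, and in a permutation test 7 of 10000 shuffles of gene order held as many (permutation p = 8e-04). That block was part of the pattern that prompted the test, and the shuffles show that large calls cluster, not why. In footprints the block in that region held 5 large calls, as many as 3 blocks on other chromosomes, so it did not stand out in that assay. Sequence variants, which would decide, were not analysed here (gene order from GRCm38.p6).

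Granulocyte markers lay higher in KO and macrophage and dendritic cell markers lower, list calls that were both lost with an estimated correlation (footprints, adjusted p = 0.503 and 0.562 with an estimated correlation; RNA-seq, 0.934 for each). A lower share of thymocytes alone would raise the markers of all other cell types alike. The macrophage and dendritic cell list had a median footprint change of -0.2502, and 6 of 20 members were called in footprints, all lower, and 1 of 21 in RNA-seq. These values go against a lower thymocyte share as the only cause. They are part of the pattern to be explained, however, and so are no independent test of it. Lists of other non-thymocyte cells were mixed in direction, and none passed camera. Medians for B cells, thymic stroma and erythroid cells were 0.18, 0.005 and -0.28 in footprints and 0.25, -0.21 and -0.40 in RNA-seq. More granulocyte RNA in the KO preparations may account for part of the difference, since 10 granulocyte genes outside the list, chosen after the list result was seen, had a median footprint change of 0.8703, with 9 higher in KO and 6 called, 3 of them with the block. Mmp9 (0.09 ± 0.12, edgeR adjusted p = 0.642) and Pglyrp1 (-0.03 ± 0.09, adjusted p = 0.973), both among the 10, gave no call, and of the 6 tested in RNA-seq only Chil3 was called (0 with the block) while Lcn2 was 0.13 ± 0.25 (adjusted p = 0.833), so not all granulocyte transcripts moved together. Whether the KO thymus holds more granulocytes or the preparations carried more blood and marrow cells was not tested.

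With 10 splits of the 6 mice into 3 and 3, the smallest possible share is 0.1, so the splits are too few for a share under 0.05. The real split gave 943 calls in RNA-seq and the highest other 0, in footprints 2376 and 1, in translational efficiency 17 and 0, and in both assays 462 and 0, and 1 split, the real one, reached each real count. Every other split mixes the genotypes, so any genotype difference adds to the spread within its groups and lowers its calls. The contrast is therefore not read as support for the real split. At an unadjusted p under 0.05 the other splits gave 0 to 2347 genes in RNA-seq, 0 to 1913 in footprints and 75 to 1677 in translational efficiency, against 3248, 4465 and 1783. The high values came from splits that, like the real one, put same-numbered libraries in different groups, so the splits are not alike. For the gene lists the real split gave 3 in RNA-seq and the highest other 6, with 10 of 10 splits giving as many, 7 in footprints and 12, with 7 of 10 splits, and 0 in translational efficiency and 6, with 10 of 10 splits. The numbers of lists past the test therefore do not set the real split apart from regrouped mice.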
